# Endothelial TGFβ signaling modulates choroidal neovascularization severity via myeloid–endothelial cell interaction

**DOI:** 10.3389/fimmu.2026.1813788

**Published:** 2026-06-26

**Authors:** Anja Schlecht, Lisa Müllerbauer, Katja Fitz, Bianka Brunne, Nico Hofmann, Christian Müller, Jost Hillenkamp, Süleyman Ergün, Andreas Neueder, Barbara M. Braunger

**Keywords:** age-related macular degeneration, blood retinal barrier, choroidal neovascularization, endothelial cells, microglia, mononuclear phagocytes, TGFβ signaling

## Abstract

**Introduction:**

The blood-retinal barrier (BRB) is essential for maintaining retinal homeostasis, consequently its disruption contributes to pathological angiogenesis in diseases such as neovascular age-related macular degeneration (nAMD). Choroidal neovascularization (CNV) is considered as a hallmark of nAMD. These newly formed vessels break through the BRB leading to rapid and severe vision loss. Here, we investigated how endothelial TGFβ signaling interacts with mononuclear phagocytes (MP), such as microglia to regulate choroidal neovascularization (CNV).

**Methods:**

In this study, we used a laser-induced CNV model in mice with endothelial-specific Tgfbr2 deletion and concomitant MP depletion via PLX5622.

**Results:**

We demonstrate that loss of endothelial TGFβ signaling significantly exacerbates CNV. Strikingly, this effect is fully rescued by MP depletion. Transcriptome and RNA localization of CNV lesions identified fibrinogen alpha chain (*Fga*) as a MP-derived factor that is exclusively upregulated in mice without endothelial TGFβ signaling.

**Discussion:**

These findings suggest a novel TGFβ-dependent interaction between endothelial cells and MP that promotes angiogenesis through microglia derived *Fga* expression.

## Introduction

The retina, as an extension of the brain, is part of the central nervous system (1). Due to its high metabolic activity, the retina needs a sufficient blood supply and a tightly regulated microenvironment to maintain proper neuronal function (1, 2). The blood-retinal barriers (BRBs) separate the retina from the systemic circulation, thereby preserving the microenvironment and regulating molecular exchange between the blood and neuronal tissue (3, 4). There are two physiological barriers: the inner (iBRB) and the outer (oBRB) blood retinal barrier (5, 6). The iBRB is formed by tight junctions between endothelial cells (6, 7), but its integrity relies on the contribution of other cell types such as mural cells (comprising vascular smooth muscle cells and pericytes), glial cells and neurons that collectively form the neurovascular unit (NVU) (8).

Endothelial cells share their basement membrane with pericytes, which provide structural stability and regulatory input (1, 8, 9), while glial cells such as astrocytes, Müller cells, and microglia actively modulate barrier properties and vascular function (10–13). Structurally and functionally, the retinal NVU closely parallels the NVU of the blood brain barrier (1, 8).

The oBRB is established by tight junctions between adjacent retinal pigment epithelial (RPE) cells (6, 14, 15). The RPE forms a monolayer of pigmented epithelial cells that separates the neural retina from the underlying fenestrated endothelium of the choriocapillaris, with Bruch’s membrane interposed between them, thereby regulating the extraction of nutrients from the blood and their delivery to photoreceptors (7, 15). Cells of the RPE also clear metabolic waste, and the close relationship between the RPE and photoreceptor layer is essential of visual function (7, 15). Disruption of oBRB integrity is strongly implicated in retinal diseases including age-related macular degeneration (AMD) (7).

The neovascular form of AMD (nAMD) is characterized by the development of choroidal neovascularization (CNV), which leads to rapid, severe and irreversible vision loss (16–18). CNV originate from the choroidal vasculature, penetrate Bruch’s membrane, and subsequently breach the oBRB to grow into the subretinal space, often accompanied by edema formation and hemorrhage (19, 20). Vascular endothelial growth factor (VEGF), which stimulates endothelial cell proliferation is a potent driver of CNV formation (21). Anti-VEGF therapy has substantially improved nAMD treatment, however, its efficacy is limited by the short intraocular half-life of antibodies, necessitating repeated intravitreal injections (22). Moreover, approximately one-third of nAMD patients lose vision despite continuous anti-VEGF therapy (22, 23), suggesting the involvement of additional molecular mediators and/or cell populations in disease progression of nAMD.

In a previous study we found that the deletion of endothelial transforming growth factor β (TGFβ) signaling during ocular development results in spontaneous CNV formation (24), indicating a role for TGFβ signaling in nAMD pathogenesis. TGFβ signaling is initiated by binding of TGFβ1, TGFβ2, or TGFβ3, to TGFβ receptor II (TGFβRII), which subsequently forms a complex with TGFβRI to activate SMAD2/3–SMAD4 signaling and regulate TGFβ-dependent gene expression (25, 26). Beyond its broad regulatory functions (27, 28) TGFβ signaling plays a crucial role in maintaining the immune privilege in the eye (29–31).

Consistent with this, we observed accumulation of mononuclear phagocytes (MP), such as resident microglia, at CNV lesions in mice with a deletion of TGFβ signaling in endothelial cells (24). Notably, microglia in particular are increasingly being linked to the pathological process of CNV formation (32, 33).

To investigate whether MP interact with endothelial TGFβ signaling to promote CNV formation, we inhibited endothelial TGFβ signaling concomitant with MP depletion using PLX5622, a colony stimulating factor 1 receptor (CSF1R) inhibitor, in the background of laser-induced CNVs. This widely used experimental CNV model enables to study molecular and cellular mechanisms underlying CNV by triggering pathological angiogenesis through targeted disruption of Bruch’s membrane and the oBRB (34).

Using this approach, we found that deletion of endothelial TGFβ signaling in the presence of MP led to significantly enlarged CNV lesions, a phenotype rescued by MP depletion. RNA sequencing of CNV lesions identified fibrinogen alpha chain (*Fga*) as potential mediator of this interaction, a finding that was validated by RNAscope *in situ* hybridization and immunohistochemistry.

## Results

### Deletion of endothelial TGFβ signaling exacerbates CNV formation

To study the effect of endothelial TGFβ signaling on the formation and severity of choroidal neovascularization (CNV), CNVs were induced in mice with an endothelial deletion of TGFβRII (referred to as: *Tgfbr2^ΔEC^*) and TGFβRII competent (referred to as: controls) littermates using a laser to break Bruch’s membrane and the oBRB (**Figure 1**). Successful deletion of TGFβRII in the choroidal and retinal endothelium in *Tgfbr2^ΔEC^* mice is shown in **Supplementary Figure 1**. Directly after laser treatment, color fundus photography (CFP) showed no morphological or size-specific differences between the laser foci in *Tgfbr2^ΔEC^* mice compared to control littermates (**Figure 1A**). Yet, after seven days, the fluorescein *in vivo* angiography (FLA) revealed visibly enlarged CNV lesions in *Tgfbr2^ΔEC^* mice (**Figure 1A**). We quantified the area of the laser-induced CNVs using immunohistochemical staining against Collagen IV (COL IV) on choroidal flatmounts, and observed a significant increase in CNV lesion size in *Tgfbr2^ΔEC^* mice compared to control littermates (control - PLX: 50242 ± 3744, n=5; *Tgfbr2^ΔEC^* - PLX: 75088 ± 8125; n=6, *p* = 0.0328; **Figures 1B, C**). To determine whether MP contribute to the increased CNV development in *Tgfbr2^ΔEC^* mice, we depleted MP using PLX5622 in a subset of control and *Tgfbr2^ΔEC^* mice. This resulted in a robust and significant depletion of microglia in the ganglion cell layer (GCL), inner plexiform layer (IPL) and outer plexiform layer (OPL) of the central and peripheral retina (**Supplementary Figure 2**) and of MP located at CNV lesions (**Figure 2D**). Both, *in vivo* FLA images as well as quantification of CNV area on choroidal flatmounts demonstrated that MP depletion in *Tgfbr2^ΔEC^* mice reduced CNV lesion size to the level observed in TGFβRII competent control animals (*Tgfbr2^ΔEC^* + PLX = 40637µm² ± 2877, n=6, *p* = 0.0017; **Figure 1**). In this context, two-way ANOVA analyses revealed a significant interaction between endothelial TGFβ signaling and the presence of MP on lesion size. However, when comparing the two TGFβRII competent control groups with (+ PLX) and without (- PLX) MP depletion, we detected no difference in CNV lesion size (control - PLX = 50242µm² ± 3744, control + PLX = 51822 µm² ± 5788; **Figure 1**). Taken together, these data show that endothelial-specific loss of TGFβ signaling promotes angiogenesis resulting in significantly larger CNV lesions. Pharmacological MP depletion though PLX treatment completely reversed this proangiogenic phenotype in *Tgfbr2^ΔEC^* mice, while having no measurable impact on CNV lesion size in TGFβRII competent control animals. Thus, these results strongly suggest a direct proangiogenic interaction between endothelial TGFβ signaling and mononuclear phagocytes, such as microglia cells.

**Figure 1:**
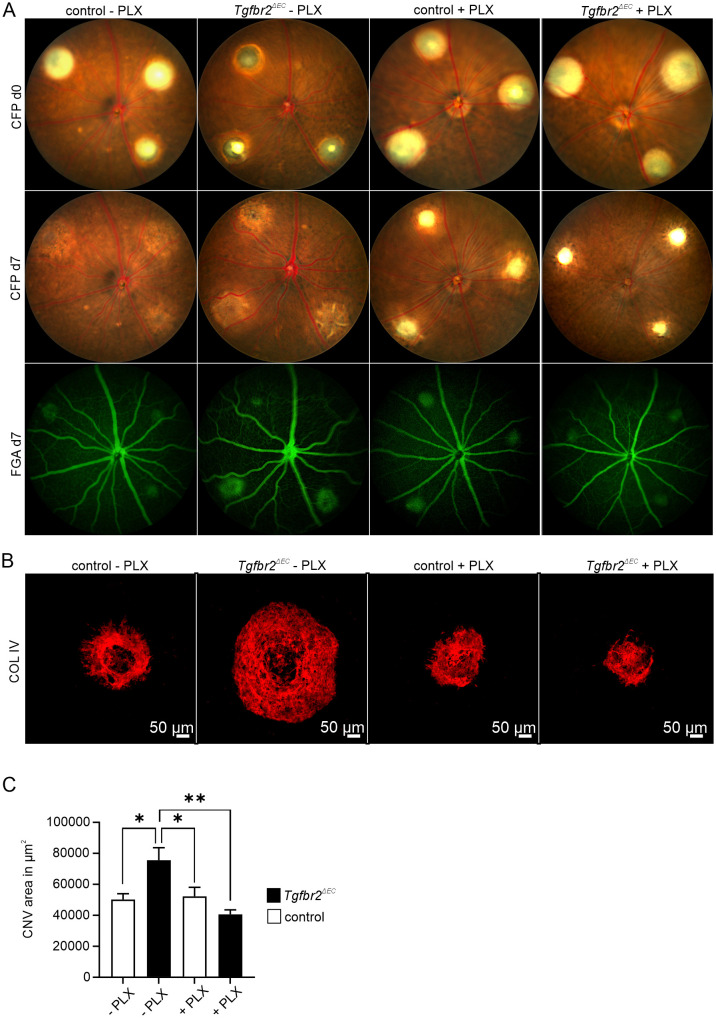
Deletion of endothelial TGFβ signaling acts proangiogenic and exacerbates CNV formation. **(A)** *In vivo* imaging of CNV lesions at day 0 (d0) and day seven (d7) after laser treatment. Color fundus photography (CFP) and fluorescein angiography (FLA) were used to visualize CNV formation in control and *Tgfbr2^ΔEC^* mice each group with and without PLX5622 treatment. **(B)** Representative *ex vivo* immunohistochemical staining for COLIV in choroidal flatmounts of control and *Tgfbr2^ΔEC^* mice each group with and without PLX5622 treatment. **(C)** Quantification of CNV lesion size based on COLIV staining as shown in **(B)** (control – PLX n = 5; *Tgfbr2^ΔEC^* – PLX n = 6; control + PLX n = 6; *Tgfbr2^ΔEC^* + PLX n = 6). Data are mean ± SEM, two-way ANOVA; interaction endothelial TGFβ signaling and the presence of microglia on lesion size *p* = 0.0051, * adj. p ≤ 0.5, ** adj. *p* ≤ 0.01.

**Figure 2:**
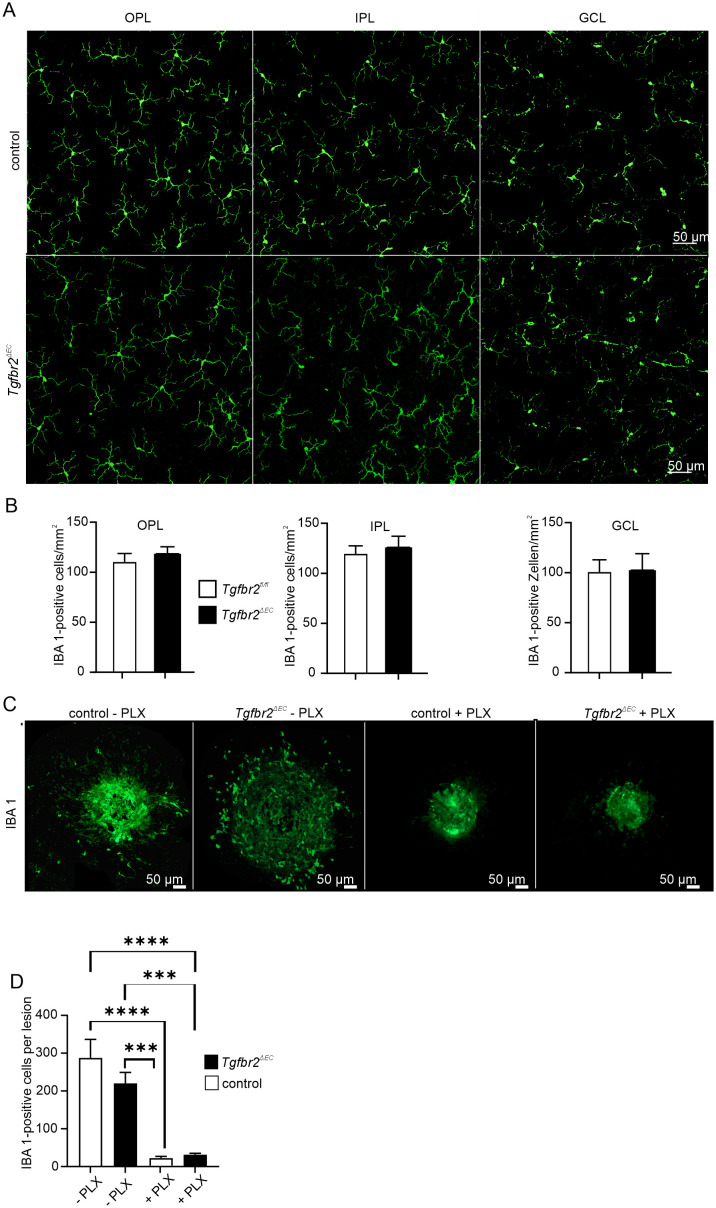
Deletion of endothelial TGFβ signaling does not change microglia cell density. **(A)** Immunohistochemical staining of retinal flatmounts against IBA-1. **(B)** Quantification of microglia cell numbers without laser-induced CNV in the retinal ganglion cell layer (GCL), the inner plexiform layer (IPL) and the outer plexiform layer (OPL) of control (n = 5) and in *Tgfbr2^ΔEC^* (n = 3) mice. **(C, D)** Immunohistochemical staining against IBA-1 **(C)** and quantification **(D)** of accumulating mononuclear phagocyte cell numbers seven days following laser-induced CNV in control and in *Tgfbr2^ΔEC^* mice with and without PLX5622 treatment (control – PLX n = 5; *Tgfbr2^ΔEC^* – PLX n = 6; control + PLX n = 6; *Tgfbr2^ΔEC^* PLX n = 6). Data are mean ± SEM, two-way ANOVA, *** adj. p ≤ 0.001, **** adj. *p* ≤ 0.0001.

### Deletion of endothelial TGFβ signaling does not affect microglia cell numbers

To investigate, whether endothelial TGFβ signaling affects the number of MP, which will most likely represent microglia cells in the otherwise healthy retina and in turn might contribute to the pro-angiogenic phenotype observed in *Tgfbr2^ΔEC^*, we quantified IBA1-positive MP in the retinae of control and *Tgfbr2^ΔEC^* mice without laser-induced CNV, but found no significant differences (control n = 5; *Tgfbr2^ΔEC^* n = 3; GCL: control = 100.6 ± 12.28, *Tgfbr2^ΔEC^* = 103.3 ± 15.71; IPL: control = 119.4 ± 7.959, *Tgfbr2^ΔEC^* = 126.7 ± 10.36; OPL: control = 110.2 ± 8.555, *Tgfbr2^ΔEC^* = 119.2 ± 6.276; **Figures 2A, B**). We therefore conclude that deletion of endothelial TGF-β signaling does not, in itself, affect the number of MP cells, such as microglia, in an otherwise healthy retina.

Yet as briefly outlined before, following PLX5622 treatment, we detected a massive and significant reduction in MP accumulation in both, control and *Tgfbr2^ΔEC^* retinae (**Supplementary Figure 2C**; peripheral and central retina) and CNV lesions (mean ± SEM; control - PLX = 287.4 ± 49.12, n = 5; control + PLX = 19.69 ± 4.772, n = 6, adj. *p* < 0.0001; *Tgfbr2^ΔEC^* - PLX = 220.1 ± 29.1, n = 6; *Tgfbr2^ΔEC^* + PLX = 31.35 ± 3.950, n = 6, adj. *p* = 0.0003; **Figures 2C, D**) with no significant difference in MP numbers between the two genotypes.

### Transcriptional profiling of CNV lesions in *Tgfbr2^ΔEC^* mice and controls identifies *Fga* as a possible regulator for CNV development

Since our data indicate that loss of endothelial TGFβ signaling permits mononuclear phagocytes to regulate or express molecular factors that promote angiogenesis and thereby increase CNV severity in *Tgfbr2^ΔEC^* mice, we next assessed the functional contribution of MP cells to this phenotype. 

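Choroid and retina were collected 3 days after laser treatment with 6 burns per eye. Each tissue was sequenced from the same 20 mice, 5 in each of the groups control – PLX, *Tgfbr2 ΔEC* – PLX, control + PLX and *Tgfbr2 ΔEC* + PLX. *Tgfbr2 ΔEC* mice carried floxed *Tgfbr2* alleles and a tamoxifen-inducible Cre recombinase under the endothelial *Cdh5* promoter, and controls were littermates without the recombinase. PLX5622 (PLX) is an inhibitor of the CSF1 receptor, given in the diet to deplete mononuclear phagocytes (MP). Polyadenylated RNA was made into stranded libraries and sequenced as single reads. The authors estimated reads per gene with salmon, imported them with tximport and normalized them with DESeq2, and the deposited values are these normalized counts, which are not whole numbers. The values of a choroid library summed to between 24718469 and 25956180, with a median of 25545047. From the steps between low values, 1 read was worth between 0.91 and 1.195 normalized counts, and the depth followed from this step. The approximate number of reads had a median of 24811615 (range 21537996 to 28020014) in control – PLX and 24595491 (23292188 to 25333605) in *Tgfbr2 ΔEC* – PLX choroids. It was 23638007 (21720652 to 25357677) in control + PLX and 25486976 (22538162 to 27287805) in *Tgfbr2 ΔEC* + PLX choroids. A gene with 3 reads or fewer in a library was treated as being at the floor, which covers counting error alone because the reads carry no molecular identifiers. Of 54307 listed genes, the 23619 with a mean of at least 1 normalized count over the 20 choroids were tested, 16985 of them protein-coding. The test was limma with a mean-variance trend on log2(normalized count + 1), with the 4 groups in one fit, and this scale understates the change of low genes. Single genes were also compared by a two-sided exact permutation test, for which 5 mice against 5 give a smallest p of 0.0079. The sex of the mice and the neuronal percentage, which the paper's model holds as covariates, were not used here. *Tgfbr2* (ENSMUSG00000032440, chromosome 9 of GRCm39, 115913361 to 116004800), is the floxed gene. Its value was 10503 ± 425 normalized counts (SD, n = 5 mice) in control – PLX and 10176 ± 1077 (SD, n = 5) in *Tgfbr2 ΔEC* – PLX choroids, a log2 difference of -0.05 (exact permutation test, p = 0.524). In the choroids with PLX it was 11155 ± 1530 (SD, n = 5) in controls and 11220 ± 454 (SD, n = 5) in *Tgfbr2 ΔEC* mice, a log2 difference of 0.02 (exact permutation test, p = 0.865). The mice ranged from 9836 to 10849 normalized counts in control – PLX and from 8729 to 11303 in *Tgfbr2 ΔEC* – PLX choroids, and from 9434 to 12801 and from 10817 to 11999 in the corresponding groups with PLX. A difference of *Tgfbr2* between genotypes was not detectable in the sequenced choroid RNA. Only endothelial cells are meant to lose the gene, so RNA of the whole tissue may not show the deletion. The paper reports the deletion from PCR and qPCR of choroidal tissue and in a supplementary figure.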

To identify molecular mediators underlying this process, we performed RNA sequencing of CNV-lesioned choroids from all four experimental groups. 

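Between *Tgfbr2 ΔEC* and control choroids without PLX, 1 of the 23619 genes had an adjusted p at or under 0.05 from limma with Benjamini-Hochberg adjustment, and 2184 genes had an unadjusted p under 0.05. The gene was *Gm8748* (ENSMUSG00000110019), a processed pseudogene on chromosome 8 of GRCm39 from 104797781 to 104798367. It was listed at 0 in all 10 control choroids and at 12.5 ± 3.33 normalized counts (SD, n = 5 mice) in *Tgfbr2 ΔEC* – PLX choroids. Its log2 difference of 3.72 (standard error 0.39, adjusted p = 0.000154 from limma with Benjamini-Hochberg adjustment) is partly set by the added 1, and against the floor of 3 reads the mean was at least 4.1-fold higher. With PLX, 1 gene was again past the threshold and 889 genes had an unadjusted p under 0.05. This was also *Gm8748*, at 6.63 ± 6.14 normalized counts (SD, n = 5) in *Tgfbr2 ΔEC* + PLX choroids. Its log2 difference was 2.66 (adjusted p = 0.0281 from limma with Benjamini-Hochberg adjustment). Against the floor the mean was at least 2.15-fold higher, but this rests on mouse 18 at 17.46 normalized counts. The other mice of this group ranged from 3.0 to 5.6, close to the floor of 3.09. The difference between the 2 genotype effects passed the threshold for 0 genes, with 1552 genes at an unadjusted p under 0.05. Consequently 0 protein-coding genes were past the threshold without PLX and not past it with PLX. Of the other settings tried, leaving out mouse 15 of the control + PLX group changed this most, with 410 genes past the threshold without PLX and 368 protein-coding genes past it only without PLX. A fit of the 10 choroids without PLX alone called 201 genes, of which 194 were higher and 7 lower in *Tgfbr2 ΔEC* mice and 173 were protein-coding. Of these 201 genes, 95.5% had a higher mean in retina than in choroid, against 46.1% of all tested genes. With a score of 10 neural retina genes as a covariate in the same 10 mice, 0 genes were called and 905 had an unadjusted p under 0.05. This score separates the 2 genotypes without PLX completely, so the adjusted effect rests on the slope within each genotype and is imprecise. The loss of calls therefore cannot tell neural retina RNA from an effect of the genotype.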

To enrich for putative MP-derived factors regulated by endothelial TGFβ signaling, we filtered for protein-coding genes that were differentially expressed (adj. *p* ≤ 0.05) between control and *Tgfbr2^ΔEC^* choroids in the presence of mononuclear phagocytes (no PLX5622 treatment), but not differentially expressed between these genotypes following PLX5622-mediated MP depletion. 

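Of the 18 genes of Table 1, 17 were matched by symbol in the normalized counts, and *Gm9045* was not analysed here. *Dpep2* matched 2 overlapping identifiers, whose reads cannot be told apart with certainty, so that 18 identifiers were examined. In the choroids without PLX, 10 of the 18 were listed at 0 in all 5 mice of one genotype, and 10 were above 0 in at most 2 of the 10 mice. A mean of at least 1 normalized count was reached by 13 identifiers, and 5 were below it. Of the 13 tested, 0 were past an adjusted p of 0.05 over all 23619 genes. With limma's p-values adjusted over these 13 alone, 5 were past it, which shows no stability because the list was selected on these mice. The exact permutation test gave an unadjusted p under 0.05 for 5 of the 18 identifiers, and for 3 after Benjamini-Hochberg adjustment over the 18. *Rasgef1a* (chromosome 6, 117987644 to 118068509) had 251 ± 17.8 normalized counts (SD, n = 5 mice) in *Tgfbr2 ΔEC* – PLX and 150.5 ± 5.12 (SD, n = 5) in control – PLX choroids. Its log2 difference was 0.73 (exact permutation test, p = 0.00794; adjusted p = 0.13 from limma), and with each mouse left out in turn it stayed between 0.70 and 0.77. *Snhg11* (chromosome 2, 158217558 to 158228071), annotated as a long non-coding RNA, had 2498 ± 1417 normalized counts (SD, n = 5) in *Tgfbr2 ΔEC* – PLX and 438 ± 73.0 (SD, n = 5) in control – PLX choroids. Its log2 difference was 2.27 (exact permutation test, p = 0.00794; adjusted p = 0.168 from limma) and fell to 1.02 with the neural retina score as a covariate. Both genes were far higher in retina, at 25232 (*Snhg11*) and 765 (*Rasgef1a*) normalized counts in control – PLX mice. Mouse 15 of the control + PLX group, the choroid with the highest neural retina score, had 3354 and 268. Neural retina RNA in the choroids may therefore contribute to both differences. *Rps18-ps5* (chromosome 13, 28441511 to 28442117) is a processed pseudogene with 98.2% identity to *Rps18* over 90.0% of its length, so that its reads are uncertain. It was listed at 0 in all *Tgfbr2 ΔEC* – PLX choroids, while the control – PLX choroids ranged from 4.78 to 1318 normalized counts (exact permutation test, p = 0.00794). *Hgh1* (chromosome 15, 76252505 to 76256060) had a log2 difference of -0.63 (exact permutation test, p = 0.0397; adjusted p = 0.299 from limma). *Cdnf* (chromosome 2, 3514067 to 3527578) had a log2 difference of -1.07 (exact permutation test, p = 0.0317; adjusted p = 0.28 from limma). With each mouse left out in turn it ranged from -1.244 to -0.863 and was no longer past 0.05 in 5 of 10 fits. With the neural retina score as a covariate, *Hgh1* went to -1.114, *Cdnf* to -1.885 and *Rasgef1a* to 0.596. These values rest on the slope of the score within groups. Because the score separates the genotypes without PLX, no mice of equal score could be compared there. *Oprk1* (chromosome 1, 5658667 to 5676375) was listed at 0 in all control – PLX choroids and at 4.11 and 2.05 normalized counts in mice 6 and 7 of the *Tgfbr2 ΔEC* – PLX group, with 0 in its other mice (exact permutation test, p = 0.444). *Gm49354*, a long non-coding RNA in the annotation, was above 0 in mouse 7 alone of the 10, at 24.0 normalized counts (exact permutation test, p = 1.0). Because no other mouse was above 0, this test could give no other p.

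**Figure D1:**
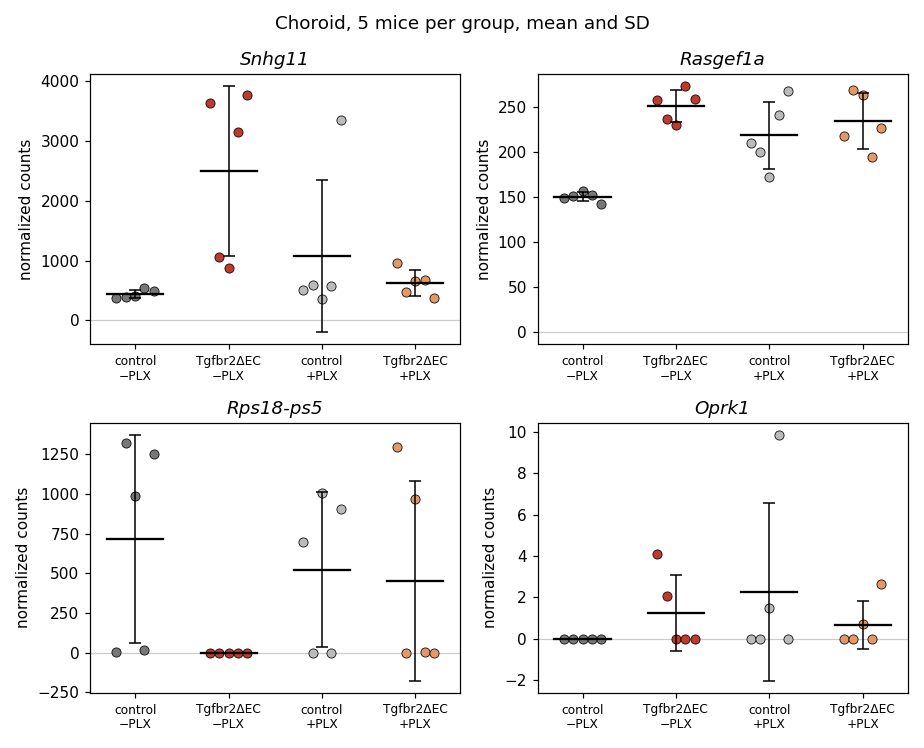
Normalized counts of *Snhg11*, *Rasgef1a*, *Rps18-ps5* and *Oprk1* (vertical axes) in the choroids of the 4 groups (horizontal axis). Each dot is a mouse, the line is the mean of 5 mice and the bars are the SD. All 5 *Tgfbr2 ΔEC* – PLX mice lie above every control – PLX mouse for *Snhg11* and *Rasgef1a*, and all of them lie at 0 for *Rps18-ps5*.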

We found 18 differentially expressed genes, with 8 of them being upregulated and 10 being downregulated in *Tgfbr2^ΔEC^* mice (**Table 1**).

**Table 1:** Differentially expressed genes exclusively regulated in control -PLX vs. *Tgfbr2^ΔEC^* -PLX mice and not regulated in PLX-treated, microglia depleted, control vs. *Tgfbr2^ΔEC^* mice.

gene	Control -PLX vs. *Tgfbr2^ΔEC^* -PLX		Control +PLX vs. *Tgfbr2^ΔEC^* +PLX	
	log2FoldChange	p. adj.	log2FoldChange	p. adj.
Fga	28, 33	5, 45E-06	0, 01	1, 00
Dpep2	18, 27	5, 26E-03	-0, 02	1, 00
Gm49354	16, 56	7, 41E-04	-0, 03	1, 00
Oprk1	16, 38	7, 66E-04	0, 00	1, 00
Zfp345	14, 50	3, 79E-03	0, 00	1, 00
Pcdha1	11, 69	6, 38E-03	0, 00	1, 00
Snhg11	0, 10	3, 96E-02	0, 00	1, 00
Rasgef1a	0, 06	2, 57E-02	0, 00	1, 00
Zfp263	-0, 02	4, 80E-02	0, 00	1, 00
Hgh1	-0, 51	5, 60E-03	0, 00	1, 00
Cdnf	-0, 60	1, 06E-02	0, 00	1, 00
Zic5	-0, 88	1, 76E-02	0, 00	1, 00
Rps18-ps5	-4, 45	3, 70E-02	0, 00	1, 00
Gm43302	-9, 08	2, 43E-02	0, 00	1, 00
Tex19.1	-17, 03	7, 31E-03	0, 02	1, 00
Pwwp4b	-17, 23	5, 15E-03	0, 06	1, 00
Vmn2r86	-21, 66	1, 74E-03	0, 01	1, 00
Gm9045	-24, 87	7, 05E-05	0, 00	1, 00

Following this strategy the top differentially regulated gene, Fibrinogen alpha chain (*Fga*), caught our attention, which was dramatically upregulated in the choroid of *Tgfbr2^ΔEC^* mice in the presence of MP, but completely unchanged in their absence. 

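*Fga* (ENSMUSG00000028001, protein-coding, chromosome 3 of GRCm39 from 82933383 to 82940934) was listed at 0 in all 5 control – PLX choroids. In the *Tgfbr2 ΔEC* – PLX group it was 1.01 normalized counts in mouse 7, which corresponds to about 1 read, and 0 in the other 4 mice. With PLX, it was 1.02 normalized counts in mouse 13 of the control group and 3.34 in mouse 16 of the *Tgfbr2 ΔEC* group, and 0 in the other 4 mice of each group. The mean of all 20 choroids was 0.268 normalized counts, below the minimum of 1 for the limma test, and all 20 retinas were listed at 0. The genotypes differed in the mean of log2(normalized count + 1), which the added 1 largely sets at these values, by 0.20 without PLX (exact permutation test, p = 1.0) and 0.22 with PLX (exact permutation test, p = 1.0). The difference between these 2 genotype effects was -0.02 (exact permutation test, p = 1.0). Without PLX only mouse 7 was above 0, so every split gives a difference of the same size and that p could take no other value. With each mouse left out in turn, the difference ranged from 0.0 to 0.25 without PLX and from -0.20 to 0.42 with PLX. The 5 *Tgfbr2 ΔEC* – PLX choroids together held about 1.0 reads of *Fga*, at or under the floor of 3 reads, so no fold change is given and a difference between genotypes was not detectable at this depth. In Table 1 the paper reports a log2 fold change of 28.33 without PLX and 0.01 with PLX for *Fga*, from a DESeq2 model with ashr shrinkage. From the change between genotypes in the presence of MP and its absence after depletion, the paper selects *Fga* as the top candidate for an MP-derived factor regulated by endothelial TGFβ signaling, and examines it further by RNAscope.

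**Figure D2:**
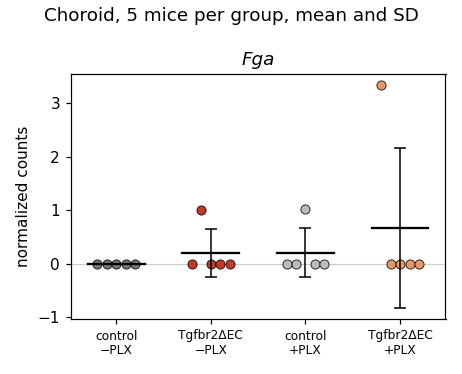
Normalized counts of *Fga* (vertical axis) in the choroids of the 4 groups (horizontal axis). Each dot is a mouse, the line is the mean of 5 mice and the bars are the SD, which extend below 0. The values above 0 are 1.01 in a *Tgfbr2 ΔEC* – PLX mouse, 1.02 in a control + PLX mouse and 3.34 in a *Tgfbr2 ΔEC* + PLX mouse.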

*Fga* is highly expressed in hepatocytes, but also in mononuclear phagocytes including microglia (https://www.proteinatlas.org/ENSG00000171560-FGA/single+cell accessed on 24^th^ Dec 2025). Notably, previous studies have implicated *Fga* in the promotion of angiogenesis (35). To confirm the induction of *Fga* expression in *Tgfbr2^ΔEC^* mice and to identify cell types that exhibit the large increase of *Fga* expression within CNV lesions, we performed RNAscope analysis. RNAscope was combined with immunohistochemical staining for IBA-1 to label MP and collagen IV to delineate CNV lesions (**Figure 3**), since we showed IBA-1 positive myeloid cells accumulated within CNV regions in the choroids of both control and *Tgfbr2^ΔEC^* mice (**Figures 2C, D**, **3A, B**).

**Figure 3:**
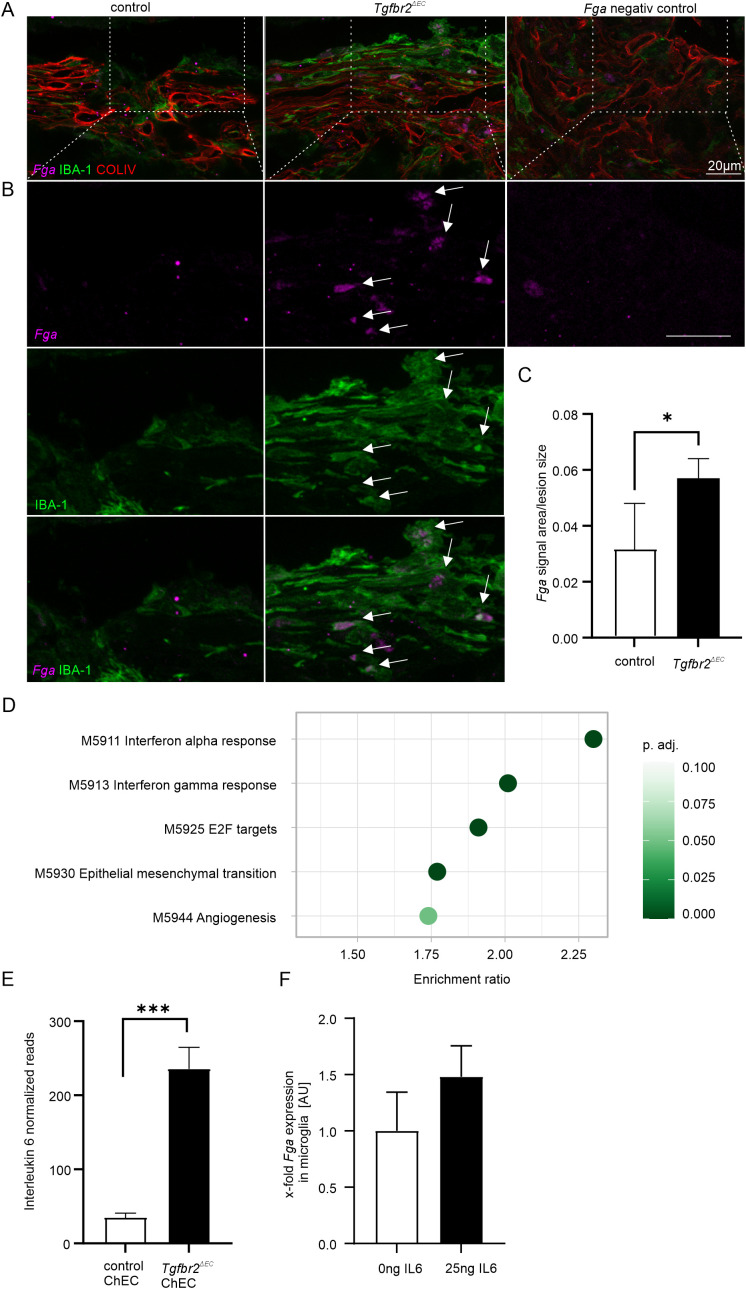
*Fga* expression in mononuclear phagocytes following laser-induced CNV in *Tgfbr2^ΔEC^* mice. **(A)** Representative overview images of CNV areas in control and *Tgfbr2^ΔEC^* mice. *Fga* mRNA is shown in magenta, IBA-1 in green, and COLIV in red. **(B)** Magnified regions from boxed areas in **(A)**. Arrows indicate colocalization of MP and Fga expression. **(C)** Quantification of *Fga*-positive area normalized to the total CNV area. (control n = 4; *Tgfbr2^ΔEC^* n = 4). Data are mean ± SEM, t-test, *p = 0.03. D and E: RNA Sequencing analysis of control ChEC and *Tgfbr2^ΔEC^*ChEC (control ChEC n = 3 *Tgfbr2^ΔEC^*ChEC n = 3). **(D)** Overrepresentation analysis (ORA) of DEGs from control ChEC in comparison to *Tgfbr2^ΔEC^*ChEC. The top 5 most significant hallmark terms are visualized. **(E)** Normalized reads for interleukin 6 in control cells and *Tgfbr2^ΔEC^*ChEC. *Adj*. p value = 2, 2E^-25^ **(F)** *Fga* mRNA expression in isolated primary microglia in response to IL6 treatment (*p* = 0.30, n= 5 per group). *** adj. p ≤ 0.001.

In control mice, *Fga* signals were sparse and detected only at isolated sites. In contrast, *Tgfbr2^ΔEC^* mice exhibited markedly stronger *Fga* signals, which were significantly increased in size compared with controls (mean ± SEM: control = 0.03114 ± 0.008463, n = 4; *Tgfbr2^ΔEC^* = 0.05702 ± 0.003492, n = 4; *p* = 0.03; **Figure 3C**). Moreover, we detected a substantial proportion of these signals co-localizing with IBA-1 positive cells. In summary, the RNAscope analyses confirmed the transcriptomic findings within the lesion microenvironment and showed that MP represent the predominant source of *Fga* expression in CNV lesions in the absence of endothelial TGβ signaling (**Figures 3A, B**).

As a last step, we aimed to systematically identify the molecular mediator in this angiogenic interaction originating from Tgfbr2-deficient endothelial cells and aiming toward MP. To this end, we generated an immortalized, choroidal endothelial cell line (ChEC) from Cdh5-CreERT2; Tgfbr2fl/fl mice which were used in this study. We recently published a comprehensive characterization of immortalized choroidal endothelial cells, as well as the detailed protocol for their generation (36, 37). We induced the deletion of *Tgfbr2* in these cells *in vitro* using tamoxifen, harvested the cells and performed RNA Sequencing. Non-induced cells served as controls. This experimental design enabled a direct comparison between *Tgfbr2*-competent control ChECs and *Tgfbr2*-deficient choroidal endothelial cells (*Tgfbr2^ΔEC^* ChEC), allowing us to isolate transcriptional changes in choroidal endothelial cells driven specifically by loss of *Tgfbr2*. Using this approach, we identified a total of 3928 differentially expressed genes (DEGs) (cutoff criteria: log2fold change (log2FC) > 1 or <−1 adj. *p* < 0.05) of which 2271 were upregulated and 1657 were downregulated in *Tgfbr2^ΔEC^* ChEC (**Supplementary Table 1**). To systematically investigate to which processes these DEGs contribute to, we performed a Hallmark Gene Set Over-Representation Analysis (ORA). Among the top five significantly enriched Hallmark pathways, M5911 interferon alpha response emerged as the most significant enriched Hallmark (**Figure 3D**; **Supplementary Table 2**; adj. *p* = 9.12E^-14^). Within this enriched Hallmark gene set, we further interrogated genes previously implicated in the regulation of *Fga* expression. This targeted approach identified interleukin 6 (*Il6*) as the most promising candidate mediator (**Figure 3E**), which is supported by prior studies reporting *Il6*-dependent induction of *Fga* expression (38, 39). To test, if IL6 can induce *Fga* expression in microglia cells, we isolated primary microglia from wildtype mice and treated them with recombinant IL6 *in vitro*. qPCR analysis indeed demonstrated higher *Fga* levels in IL6 treated microglia when compared to control treated microglia (**Figure 3F**).

## Discussion

The present study demonstrates that deletion of endothelial TGFβ signaling results in more pronounced CNV lesions, an effect that is dependent on the presence of mononuclear phagocytes (MP). Depletion of MP completely rescued the increased lesion size in TGFβRII deficient mice, while not affecting CNV lesion size in TGFβRII-competent control mice, suggesting a TGFβ-dependent interaction between endothelial cells and MP. Transcriptomic and RNAscope analyses further showed that MP-derived FGA may act as a molecular mediator of this phenotype and spatial analyses confirmed that a substantial proportion of *Fga* signals co-localized with IBA-1–positive MP within CNV lesions, supporting the notion that MP represent the predominant source of FGA under conditions of endothelial TGFβ deficiency.

### Dual and context-dependent effects of TGFβ signaling in nAMD

The TGFβ signaling pathway has long been implicated as a regulator of nAMD and associated choroidal neovascularization, but its precise role remains controversial, as both activation and inhibition of TGFβ signaling have been linked to nAMD (40, 41). Numerous studies suggest that TGFβ signaling can reduce or even prevent CNV development, indicating a strong anti-angiogenic effect (24, 42–45). Supporting this concept, *in vitro* analyses showed that Müller glial cell-derived TGFβ2 inhibits proliferation of retinal endothelial cells (46). In line with this, our group showed that an endothelial cell–specific deletion of TGFβRII during retinal development leads to spontaneous CNV formation in mice, closely resembling key pathological features of human nAMD (24); an observation recently confirmed by Wang al (47). However, other studies suggest a pro-angiogenic function of TGFβ signaling, as pharmacological blockade of TGFβ signaling - via inhibitory peptides, TGFβ1-neutralizing antibodies, or TGFβRI inhibitors - reduced VEGF-A expression and attenuated CNV lesions (48–50).

Clinical data further highlight the complexity of TGFβ signaling in nAMD by showing a divergent regulation of TGFβ isoforms in nAMD: TGFβ2 levels are significantly reduced in the aqueous humor (42), whereas TGFβ1 is elevated in the vitreous, aqueous humor, and retinal pigment epithelium in nAMD patients (42–45). Experimental models are consistent with these findings, showing increased TGFβ1 and TGFβ2 expression in the retina and choroid following laser-induced CNV (43, 50, 51).

Taken together, these data underscore the dual, context-dependent role of TGFβ signaling in CNV and nAMD pathophysiology. These opposing observations regarding the function of TGFβ signaling may appear surprising at first glance. However, TGFβ-mediated stimulation or inhibition of endothelial cell proliferation represents a well-established example of how distinct receptor complexes can elicit opposing cellular responses (52, 53).

In this context, endothelial cells express two different types of TGFβ I receptors: the endothelial-specific activin receptor-like kinase (ALK)1, which phosphorylates Smad1/5/8, to promote endothelial cell motility and vascular instability (54–56), and ALK5, which phosphorylates Smad2/3 (57) and exerts anti-proliferative and vessel-stabilizing effects through downstream signaling mechanisms (52, 58). The balance between ALK1- and ALK5-mediated signaling is concentration-dependent and can determine whether TGFβ exerts pro- or anti-angiogenic effects (52, 58, 59). In this regard and based on our published data (24) and the data recently published by Wang et al. (47), it is reasonable to hypothesize that deletion of endothelial TGFβ signaling leads to a pro-angiogenic microenvironment at the interface between the choroid and RPE. However, the data obtained in this study show for the first time that this is mediated by a complex cell-cell interaction between TGFβ signaling-deficient endothelial cells and mononuclear phagocytes.

### The immune modulating role of endothelial TGFβ signaling

TGFβ signaling is well known to maintain the immune privilege of the eye (29–31). Consistent with this role, we recently demonstrated that deletion of TGFβ signaling throughout the eye results in neuroinflammation concomitant with an accumulation of myeloid cells in the retina and choroid (24, 60). Similarly, endothelial-specific deletion of TGFβ signaling in juvenile mice leads to elevated numbers of immune cells, including myeloid cells, in the retina (24, 47). In contrast, endothelial-specific deletion of *Tgfbr2* (this study) or *Tgfbr1* (Wang et al. (47)) mice at a postnatal stage beyond the initial retinal vascular expansion did not affect the myeloid cell number in the retina or choroid.

Our data demonstrate that the enlarged lesions observed in *Tgfbr2^ΔEC^* mice strictly depend on the presence of MP, as MP depletion rescued the CNV phenotype in *Tgfbr2^ΔEC^* mice without affecting lesion size in control mice. We therefore conclude that the pro-angiogenic shift responsible for increased CNV formation in *Tgfbr2^ΔEC^* mice is not caused by the deletion of TGFβRII in endothelial cells in itself.

This finding strongly suggests further that endothelial TGFβ deficiency does not act in a cell-autonomous manner, but rather requires MP-derived signals to promote pathological angiogenesis. We therefore propose a TGFβ-dependent interaction between endothelial cells and MP in the regulation of CNV development. During previous fate-mapping studies in laser-induced CNV and other ocular neovascularization models we consistently demonstrated that resident microglia represent the predominant myeloid population at neovascular sites including CNV lesions, whereas the contribution of blood-derived monocytes/macrophages is minimal (61–63). Therefore, we strongly assume that the effects mediated by PLX are primarily attributable to microglial depletion, although a contribution of infiltrating macrophages cannot be entirely excluded.

Adding to the proposed TGFβ-dependent endothelial microglial interaction, we identified the MP-derived molecular factor *Fga* contributing to this. As our RNA sequencing analysis was performed on lesion-enriched tissue containing heterogeneous cell populations, a contribution of subtle differences in cellular composition cannot be fully excluded. We therefore performed quantitative and spatial analyses on CNV lesions that strongly support a MP–specific upregulation of *Fga* rather than a predominant effect of altered cell abundance. FGA is the alpha component of fibrinogen (64), traditionally regarded as a hepatocyte-derived coagulation factor. However, accumulating evidence indicates that fibrinogen chains, such as FGA can be locally expressed by myeloid cells and have potent angiogenic effects (65) (https://www.proteinatlas.org/ENSG00000171560-FGA/single+cell accessed on 24^th^ December 2025).

In this context, FGA can regulate the expression of both VEGF and VEGFR2, thereby promoting angiogenesis (35). As a component of the extracellular matrix (ECM), FGA also provides a scaffold that supports endothelial cell adhesion, facilitating key aspects of neovascularization and vessel stabilization (35, 66, 67). Furthermore, fibrin can bind to CD11c, thereby activating CD11c^+^ immune cells (68). CD11c^+^ myeloid cells have been identified as pro-angiogenic effectors in laser-induced CNV models (69, 70), suggesting that fibrin(ogen)-mediated activation of CD11c^+^ cells may further amplify angiogenic responses. Additionally, *Fga* was previously detected as a component of drusen, providing early evidence for its potential role in age-related macular degeneration (71). Furthermore, fibrinogen has been shown to increase VEGF synthesis in RPE cells and choroidal endothelial cells, thereby stimulating angiogenesis and likely contributing to CNV formation (72, 73). Although cell culture experiments using a hepatocyte cell line demonstrated that TGFβ can suppress *Fga* expression within a single cell type (74), the mechanisms governing this regulation across distinct cell types remain to be fully elucidated. Our findings demonstrate, that deletion of TGβ signaling in choroidal endothelial cells results in a strong upregulation of interleukin 6 (*Il6*), a cytokine known to induce *Fga* expression (38, 39). This observation suggests that IL6 may contribute to the proposed endothelial-MP/microglial signaling axis underlying *Fga* induction. While IL6 treatment of microglia was associated with a trend toward increased *Fga* expression, additional studies will be required to further validate the exact contribution of this pathway. Still, our findings clearly underscore the functional relevance of FGA in mediating angiogenic interaction between endothelial cells and mononuclear phagocytes, such as microglia.

## Conclusion

Our study reveals a critical interplay between endothelial TGFβ signaling and mononuclear phagocytes, such as microglia in the regulation of CNV. Endothelial TGFβRII deficiency alone is not sufficient to exacerbate CNV; rather, MP are required to mediate this effect, with FGA possibly acting as a key molecular mediator. These findings suggest a novel endothelial–microglia interaction that contributes to pathological angiogenesis and oBRB dysfunction in nAMD.

## Materials and methods

### Mice

All procedures conformed to the tenets of the National Institutes of Health Guidelines on the Care and Use of Animals in Research, the EU Directive, 2010/63/E and institutional guidelines. The mice were on a C57BL/6J background and kept in a 12 h light/dark cycle. Mice with two floxed alleles for *Tgfbr2* (*Tgfbr2^fl/fl^*) were crossed with animals that heterozygously expressed a *Cdh5*-controlled, tamoxifen-inducible Cre recombinase (*Cdh5-Cre^ERT2^*) resulting in *Tgfbr2^fl/fl^; Cdh5-Cre^ERT2^* and *Tgfbr2^fl/fl^* mice (75, 76). Both sexes were used for experiments. The efficiency of the Cre recombinase activation in *Cdh5-Cre^ERT2^* mice was confirmed using *mT/mG* reporter mice (77). All animal experiments were authorized by the local animal care and use committee under the respective EU, national, federal and institutional regulations for animal experiments (ethical protocol number AZ 55.2.2-2532-2-956).

### Tamoxifen treatment

For activation of the *Cdh5*-Cre-ERT2 recombinase activity in adult animals, 6- to 7-week-old *Cdh5-Cre^ERT2^; Tgfbr2^fl/fl^* mice (*Tgfbr2^ΔEC^*) and *Tgfbr2^fl/fl^* (control) littermates of mixed gender were treated with Tamoxifen (TAM, 13258, Cayman Chemical Company, Ann Arbor, MI, USA). To this end Tamoxifen was dissolved in corn oil (Sigma-Aldrich, C8267) and TAM eye drops (20 mg/ml) were applied topically by pipette (10 µl/drop) onto each mouse eye times per day for five consecutive days. Successful deletion of Tgfbr2 was confirmed using PCR (5′-TAAACAAGGTCCGGAGCCCA-3′ (sense) and 5′AGAGTGAAGCCGTGGTAGGTGAGCTTG-3′ (antisense)) and qPCR (5′-AGAAGCCGCATGAAGTCTG-3′(sense) and 5′-GGCAAACCGTCTCCAGAGTA-3 (antisense)) of choroidal tissue as described in (75, 78).

### Depletion of mononuclear phagocytes

To induce MP depletion in a subset of *Tgfbr2^ΔEC^* and *Tgfbr2^fl/fl^* mice, a PLX5622 (Plexxikon Inc., Berkeley, California, USA) containing diet was fed starting at the time of the first tamoxifen application until the end of the experiment. Another subset of *Tgfbr2^ΔEC^* and *Tgfbr2^fl/fl^* mice received control food and therefore did not harbor microglia cell depletion.

### Laser-induced CNV and *in vivo* imaging

Anesthetized mice with dilated pupils were placed in front of a frequency doubled NdYAG laser (IRIDEX OcuLight TX Green 532 nm) Laser burns at equal distance from the optic disc were applied using a power of 150 mW, a fixed diameter of 100 µm, and a duration of 100 ms. For immunohistochemical analyses three laser burns per eye were applied. For molecular analyses (RNA sequencing) six laser burns per eye were applied to maximize the enrichment with diseased tissue. Only the central part of the choroidal tissue (with the laser lesions) was used for the RNA sequencing analyses. After laser treatment color fundus photography (CFP, Micron IV camera and Micron Discover software) was performed. Mice were sacrificed at day (d) 3 for RNA sequencing and at d7 after performing CFP and fluorescence angiography (Fluorescein (Alcon 10%) was diluted 1: 20 with 0.9% NaCl and 10 µL/g mouse bodyweight were injected) for immunohistochemistry. Animals with subretinal bleedings or confluent lesions were excluded from further analysis.

### Flatmount staining and microscopy

For fluorescence microscopy, mice were perfused with 10 ml PBS followed by 10 ml 4% paraformaldehyde (PFA). After enucleation at d7, paraformaldehyde (PFA) -fixed eye cups were dissected to perform a collagen IV (COL IV) and ionized calcium-binding adapter molecule 1 (IBA 1). After blocking, primary antibodies against IBA 1 (019-19741, Wako, Neuss, Germany) and COL IV (AB769, Merck Millipore, Billerica, MA, USA) were added over two nights at a dilution of 1:500 at 4 °C. Afterwards, secondary antibodies were added at a dilution of 1:500 (Alexa Fluor^®^ 568 and Alexa Flour^®^ 488, Life Technologies, Carlsbad, CA, USA) overnight at 4 °C in the dark. Using the Axio Imager.M2 fluorescence microscope (Zeiss, Jena, Germany), the Axiocam 506 camera, and the corresponding Axiovision software version, choroidal overview images were taken (Plan-Apochromat 10x/0.3). ZEN 3.5 software (blue edition, Zeiss, Jena. Germany) was used to measure the CNV area. The number of IBA1-positive microglial cells in the immediate vicinity of the laser-induced CNV area was manually quantified using the multipoint tool (ImageJ 1.53k software, Wayne Rasband, National Institutes of Health, Bethesda, MD, USA).

### Paraffin embedding and RNA scope

Prior to RNAscope, eyes were fixed for 4 hours in 4% PFA, washed extensively in PBS, and embedded in paraffin, according to standard protocols. Paraffin sections (6 μm thick) stretching through CNV lesions were deparaffinized and permeabilized according to the multiplex fluorescence detection kit v2 user manual by ACD using ACD HybEZ™ II hybridization system. Target retrieval was performed at 99 °C for 15 minutes. Slides were then washed in a. dest., and 100% ethanol. After drying at 60 °C for 5 minutes RNAscope^®^ protocol was continued following the manufacturer`s instructions. For hybridization Mm-*Fga*-C3 probe (biotechne, 578911-C3) was used. After amplification, the probe was detected using TSA (tyramide signal amplification) vivid 570. Slides were immunohistochemically stained immediately after RNAscope^®^ with antibodies against IBA-1 (abcam 178846) and COLIV (bio-rad 134001) using standard protocols (79).

Slides were counter stained with DAPI and mounted using ProLong Gold Antifade Mountain solution. Lastly, samples were examined via ZEISS Axio Observer with ZEISS ApoTome 2 and quantified using ZEISS Zen 3.0 imaging processing software. Total *Fga* signal areas were determined using Zeiss Zen 3.0 imaging processing software (Zeiss, Jena, Germany) and normalized to CNV area.

### Microglia isolation, IL6 treatment and *Fga* mRNA expression

Microglia were isolated from the cortex of C57BL/6J mouse pubs. Briefly: the cortex were isolated, meninges removed to prevent the contamination with other immune cells and the tissue was treated with trypsin/EDTA (0.05%/0.02%, Sigma Aldrich) at 37 °C. After homogenization of tissue and filtration via cell strainer (70 µm) the cell suspension was centrifuged, resuspended in 5 ml DMEM with 15% FCS and 15 µg/ml gentamicin. Cells were seeded on poly-D-lysin coated cell culture flasks and incubated at 37 °C, 5% CO_2_ for 3 days. Interleukin-6 (IL-6, PeproTech 216-16-50UG) treatment was performed as soon as cells were confluent. Cells were treated first with 25 ng/ml for 24h at 37 °C, 5% CO_2_ and microglia were harvested by shaking flasks for 2h at 220 rpm. Supernatants were then centrifuged for 8 minutes at 5000 rpm, 4 °C and cell pellets were used for RNA Isolation. RNA was isolated using Qiagen RNeasy Plus Micro Kit (74034), followed by cDNA synthesis (Eurogentec Reverse Transcriptase Core Kit RT-RTCK-03) and qPCR (Taykon B0701) as described by manufacturer. *Fga* primers were: fw: GCCCAAGAGTTGTGGAGAGA rev: AAGGGCATTTGTGGTTCCAGT, *Rpl32* was used as a housekeeper.

### Generation of immortalized choroidal endothelial cells

Choroidal tissue was isolated from *Cdh5-Cre^ERT2^; Tgfbr2^fl/fl^* mice and used for the generation of an immortalized choroidal endothelial cell (ChEC) line according to previously published protocols (36, 37). For induction of Cre-mediated recombination, ChEC were treated with 100 nM 4-hydroxytamoxifen (4-OHT, Sigma-Aldrich, Germany) for 72 h (referred to as *Tgfbr2^ΔEC^*ChEC), which resulted in a significant reduction of *Tgfbr2*/TGFBR2 expression. Non-tamoxifen-treated cells from the same cell line were used as controls (control ChEC).

### RNA extraction for RNA sequencing

Total RNA was extracted from mouse choroid tissue stabilized in RNAlater buffer according to the “Purification of total RNA from animal and human tissue” protocol of the RNeasy Micro Kit (QIAGEN, Hilden, Germany).

In brief, the tissue sample was stored in RNAlater and shipped at 2-8 °C. After centrifuging for 5 minutes at 5, 000 x g, the RNAlater was removed and the sample was disrupted and homogenized in 350 µl RLT buffer containing 1% beta-mercaptoethanol with Precellys CK14 ceramic beads (1 cycle of 15 seconds at 5500 rpm) using a Precellys 24 Homogenisator (Bertin Corp., Rockville, MD, USA). Next the sample was centrifuged for 2 min at full speed and 350 µl of the cleared supernatant was transferred to a new tube. One volume of 70% ethanol was added and the sample was applied to a RNeasy MinElute spin column followed by an on-column DNase digestion and several wash steps. Finally total RNA was eluted in 14 μl of nuclease free water. Purity and integrity of the RNA was assessed on the Agilent 2100 Bioanalyzer with the RNA 6000 Nano LabChip reagent set (Agilent, Palo Alto, CA, USA). For RNA Sequencing of immortalized cells, cells were harvested and total RNA was extracted using TRIzol reagent according to the manufacturer’s instructions.

### RNA sequencing

Library preparation and RNAseq of mouse choroidal tissue were carried out as described in the Illumina “Stranded mRNA Prep Ligation” Reference Guide, the Illumina NextSeq 2000 Sequencing System Guide (Illumina, Inc., San Diego, CA, USA), and the KAPA Library Quantification Kit - Illumina/ABI Prism (Roche Sequencing Solutions, Inc., Pleasanton, CA, USA). In brief, 200 ng of total RNA was used for purifying the poly-A containing mRNA molecules using oligo(dT) magnetic beads. Following purification, the mRNA was fragmented to an average insert size of 200–400 bases using divalent cations under elevated temperature (94 °C for 8 minutes). Next, the cleaved RNA fragments were reverse transcribed into first strand complementary DNA (cDNA) using reverse transcriptase and random hexamer primers. Thereby Actinomycin D was added to allow RNA-dependent synthesis and to improve strand specificity by preventing spurious DNA-dependent synthesis. Blunt-ended second strand cDNA was synthesized using DNA Polymerase I, RNase H and dUTP nucleotides. The incorporation of dUTP, in place of dTTP, quenches the second strand during the later PCR amplification, because the polymerase does not incorporate past this nucleotide. The resulting cDNA fragments were adenylated at the 3’ ends and the pre-index anchors were ligated. Finally DNA libraries were created were created using a 13 cycles PCR to selectively amplify the anchor-ligated DNA fragments and to add the unique dual indexing (i7 and I5) adapters. The libraries were bead purified twice and quantified using the KAPA Library Quantification Kit. Equimolar amounts of each library were sequenced on an Illumina NextSeq 2000 instrument controlled by the NextSeq 2000 Control Software (NCS) v1.5.0.42699, using one 50 cycles P3 Flow Cell with the dual index, single-read (SR) run parameters. Image analysis and base calling were done by the Real Time Analysis Software (RTA) v3.10.30. The resulting.cbcl files were converted into.fastq files with the bcl2fastq v2.20 software. RNA extraction, library preparation and RNAseq of mouse choroidal tissue were performed at the Genomics Core Facility “KFB - Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de).

For immortalized cell lines, strand-specific transcriptome libraries were prepared by BGI Center (Shenzhen, China) using a DNBSEQ high-throughput sequencing platform. Briefly, mRNA was purified from total RNA using oligo(dT)-coupled magnetic beads and subsequently fragmented into short. First-strand cDNA synthesis was performed using random primers, followed by second-strand cDNA synthesis incorporating dUTP instead of dTTP to preserve strand specificity. Double-stranded cDNA was purified using magnetic beads. Following cDNA synthesis, end repair and adenylation of the 3′ ends were performed prior to adaptor ligation. Ligated products were purified and subjected to PCR amplification after digestion of the dUTP-containing second strand using uracil-DNA glycosylase (UDG). Amplified libraries were purified using XP beads and validated on an Agilent 2100 Bioanalyzer. For sequencing, purified PCR products were heat-denatured and circularized using splint oligonucleotides to generate single-stranded circular DNA libraries. DNA nanoballs (DNBs) were subsequently generated by phi29-mediated rolling circle amplification and loaded onto patterned nanoarrays. Sequencing was performed on the DNBSEQ platform.

### Bioinformatics

FastQ files were quality checked with FastQC v0.11.5 (80). All files passed QC. The reads were pseudo-aligned against Ensembl *mus musculus* GRCm39 release vM29 and quantified using salmon v1.10.1 (81) using a mean insert size of 310 ± 80 bp as determined by Bioanalyzer (Agilent) traces for each library. Datasets for retinal and choroidal samples were separately analyzed from here on. Samples were screened for outliers using a combined PCA and clustering analysis. To this end, counts were imported using tximport v1.24.0 (82) into DESeq2 v1.36.0 (83) and an intercept matrix of all samples was computed. This matrix was corrected for sex of the mice using limma v3.52.4 (84). A sample was defined as an outlier if it was outside a 68% probability ellipse in PCA analysis (85) and was outside a -2.5 standardized connectivity cutoff of an Euclidean distance matrix of all samples (86). No outlier samples were identified for the choroidal dataset. 

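Pairs of choroids of the same group had a correlation across genes between 0.9748 and 0.9857. The lowest value of 0.9748 was in the control + PLX group, where the highest was 0.9825, and in the *Tgfbr2 ΔEC* – PLX group the pairs ranged from 0.9821 to 0.9857. Genes are not independent replicates, so no p-value is attached. All 20 choroids were kept in the fit of the 4 groups, and the number of genes above 0 per choroid ranged from 22767 to 24214.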

We next computed TPMs and used the xCell (87) website (https://comphealth.ucsf.edu/app/xcell) to approximate the percentage of neuronal cells in each sample. The neuronal percentage as computed by xCell was between 0 and 6.9% for the choroidal dataset. 

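The xCell percentages were not used here. As another measure of neural tissue in the same choroids, the mean of log2(normalized count + 1) was taken over 10 neural retina genes, most of them expressed by photoreceptors. This score was 9.58 ± 1.20 (SD, n = 5 mice) in control – PLX and 11.99 ± 0.69 (SD, n = 5) in *Tgfbr2 ΔEC* – PLX choroids. The difference of 2.41 exceeded the spread between mice, with all 5 *Tgfbr2 ΔEC* mice above every control (exact permutation test, p = 0.00794). With PLX the score was 9.65 ± 2.03 (SD, n = 5) in controls and 9.71 ± 0.66 (SD, n = 5) in *Tgfbr2 ΔEC* mice, a difference of 0.06 (exact permutation test, p = 0.976). The genotype effects in the 2 diets differed by 2.35, which did not pass 0.05 (permutation test within diets, p = 0.079). Mouse 15 of the control + PLX group had a score of 12.86, the highest of the 20 choroids.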

Transcriptional dysregulation was computed as above with the exception of using a design matrix that included sex of the mice and the percentage of neuronal cells as covariates and genotype, as well as treatment as the variables of interest. Ashr was used as the fold change shrinkage estimator (88). Scripts are available upon request. For RNA Seq data of immortalized choroidal endothelial cells, reads were processed with fastp v0.23.2 (89) to remove sequences originating from sequencing adapters and sequences of low quality using the program’s default parameters and the --correction option. Reads were then aligned to the murine reference assembly GRCm38.110 using STAR v2.7.10a (90). Differential expression was assessed using DESeq2 v1.42.0 (83). A gene was considered significantly differentially expressed if the corresponding absolute log2-transformed fold change (log2FC) was not less than 1 and, in addition, the Benjamini–Hochberg adjusted p-value did not exceed a value of 0.05. Overrepresentation (ORA) was performed with clusterProfiler v4.10 (91) in combination with Molecular Signatures Database (MSigDB) Hallmark gene sets (92).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (GraphPad Software, Version 6.0, La Jolla, CA, USA). Data was tested for normal distribution. Two-way ANOVA analyses were performed if more than two individual groups were compared (*post-hoc* test: Tukey). A Student`s t-test was performed to compare the mean variables of two individual test populations. Differences were considered significant when *p*-value was < 0.05.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE318434.

How the deposited data were processed for this re-analysis (not part of the article)

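RNA was measured in choroid and retina of 20 laser-treated mice, giving 40 libraries, with 5 mice in each combination of genotype (control or *Tgfbr2 ΔEC*) and diet (with or without PLX5622). The sample labels gave tissue, genotype, diet and mouse number, and the paper's methods gave the day and the number of burns. The numbers run from 1 to 20 over the mice, so the 2 tissues of a mouse share a number and the groups compared do not.

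The authors quantified the reads with salmon against the mouse genome GRCm39, imported them with tximport and normalized them with DESeq2, and they deposited the resulting signal per gene, which is referred to here as normalized counts. These values are not whole numbers and not scaled to a fixed total. The table holds 54307 genes, 17202 of them at 0 in every library, and all 40 columns were matched to a sample. Over 15800 genes above 0 in all libraries, the median ratio to the geometric mean was 1.0082 in every library, so that both tissues had been scaled together, while the paper's tests were run in each tissue separately. Identifiers were matched to GENCODE release 39 of GRCm39 for symbols, positions and gene types; 53700 genes matched and 607 did not. Because this release is later than the authors', the type of a gene can differ from theirs.

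The value of 1 read in a library was estimated from the steps between low values, at 0.91 to 1.195 normalized counts in choroid and 0.745 to 1.12 in retina. Between 61.9% and 78.5% of the low values of a choroid and between 49.4% and 76.4% of those of a retina lay within 0.1 of a whole read, so whole reads were not recovered and a test on counts was not run. The depth, 21537996 to 28020014 reads per choroid and 21033887 to 30421581 per retina, is therefore approximate. Genes at 3 reads or fewer were treated as being at the floor.

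Tests across genes used limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(normalized count + 1) for genes with a mean of at least 1 over the 20 mice of a tissue. This left 23619 genes in choroid and 23243 in retina. The 4 groups of a tissue entered one fit without covariates, and an adjusted p at or under 0.05 after Benjamini-Hochberg adjustment was called. Single genes and marker scores were compared by exact two-sided permutation tests of 5 mice against 5 (smallest p 0.0079). Interactions and effects over both diets used all 63504 relabellings of genotype within diet or of diet within genotype, and correlations used 100000 resamples. A score is the mean of log2(normalized count + 1) over a list of marker genes written before the values were read; 93 of 94 listed markers were matched. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and sequence matches came from blastn 2.17.0.

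The limma procedure was tested on simulated data drawn from the means and spread of the choroids, in which 200 genes with a mean of at least 10 were doubled or halved without PLX. It called 135 of the 200 (67.5%) and 7 of the 23419 unchanged genes, and it called 0 of 23619 genes in the diet without changed genes. Recovery of genes below that mean or of smaller changes was not tested. Each gene was drawn independently, so variation shared between genes, such as that of the neural retina genes, was absent from the simulation. How such variation affects recovery and false calls in the real choroids was not tested.

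The genes named are those the paper names for the sequenced mice, the members of the marker lists (reported as scores unless named), *Il6*, *Csf1r*, *Aif1*, *Fgb* and *Fgg*, and the 3 genes with the lowest p-value in each direction of each comparison. *Rps18* and *Cdh5*, and *Rps7* as the closest match of *Gm8748*, were added after the values had been seen. A single gene that would otherwise be named is not reported here. The alternatives tried were other pseudocounts (0.5 and 5), other minimum means, other scalings, a robust variance estimate, a sex score and a neural retina score as covariates, fits of 10 mice, and leaving out each mouse in turn. The authors' covariates (sex and the xCell neuronal percentage) and the ashr shrinkage of fold changes were not used here. Cultured endothelial cell data, stainings and PCR of the paper were not analysed here.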

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

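The tests of *Fga*, *Rps18-ps5* and the count of phagocyte markers, and those of *Gm8748* against the neural retina score, against its level in retina and against the ratio of *Cdh5* between tissues, the splits of the mice and the fits without mouse 15, were chosen only after the result was seen; the other tests below were chosen before their own result was seen. The comparisons, their designs and most alternatives were fixed before the data were examined.

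Within groups of 5 mice, a gap of one mouse to its nearest neighbour above 0.71 of the range was found in 22 of 96 groups examined, where about 4.8 would be found by chance. Most concern genes near 0. The gap was the whole range (1.0), because a single mouse of the group was above 0, for *Fga* in mouse 7 of *Tgfbr2 ΔEC* – PLX, mouse 13 of control + PLX and mouse 16 of *Tgfbr2 ΔEC* + PLX. The same held for the readthrough identifier of *Dpep2* in mouse 13, *Gm49354* in mouse 7, *Zfp345* in mouse 16, *Gm43302* in mouse 5 and *Tex19.1* in mice 3, 15 and 16. It also held for *Pwwp4b* in mice 3, 6, 15 and 16 and *Vmn2r86* in mice 2, 15 and 16. The values of *Fga*, *Tex19.1*, *Pwwp4b*, *Vmn2r86* and *Zfp345* behind these gaps were between 0.99 and 7.72 normalized counts, near the floor. Those of *Gm49354* (24.0), *Dpep2* (20.7) and *Gm43302* (58.4) were above it. No biological explanation was tested.

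For *Fga*, 2 technical explanations were examined. The 5 *Tgfbr2 ΔEC* – PLX choroids together held about 1.0 reads, under the floor of 3, so the values cannot show a difference. RNA of liver or plasma was examined with a score of 23 hepatocyte markers: over the 20 choroids Pearson's r with *Fga* was 0.04 (permutation p = 0.887) and Spearman's correlation was -0.04 (permutation p = 0.863), and r was 0.06 without the 2 mice farthest from the median. Of the other fibrinogen genes, *Fgg* was listed at 0 in all 20 choroids, and *Fgb* was above 0 in mouse 19 alone, at 1.06 normalized counts. With 17 of 20 mice at 0 for *Fga*, this correlation cannot decide the matter, and both explanations remain.

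Mouse 15 of the control + PLX group stood apart from the other 4 mice of its group for *Snhg11* (gap 0.773 of the range), *Zfp263* (0.835) and *Zic5* (0.762). The same mouse had the highest neural retina score of the 20 choroids, 12.86, so neural retina RNA may contribute to its *Snhg11* value. Leaving it out raised the number of genes called without PLX from 1 to 410. Of these, 97.3% had a higher mean in retina than in choroid, and with the neural retina score as a covariate 0 of them were called (1121 genes at an unadjusted p under 0.05). Because the score separates the genotypes without PLX, the loss of calls cannot tell neural retina RNA from an effect of the genotype. *Cdnf* in mouse 18 (0.763) and the MP marker score in mouse 19 (0.733), both in *Tgfbr2 ΔEC* + PLX, also stood apart, and no explanation of these was tested.

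In retina, for which the paper's results report no sequenced genes, 254 of 23243 genes were called between mice with and without PLX, 250 of them lower with PLX. Of 100 splits of the mice, 1 gave as many genes, the real one, and the highest of the others gave 12. Approximate depth did not differ between the diets (permutation p = 0.401). All 17 matched MP markers were among the lowered genes, which is consistent with the loss of mononuclear phagocytes as a hypothesis. The lowest p-values among lowered genes were those of *Tmem119*, *C1qc* and *Cx3cr1* (log2 differences -5.81, -7.75 and -7.365), and among the 4 raised genes those of *Mettl27*, *Dio2* and *Gm12339* (0.44, 0.76 and 1.09). These 3 raised genes were close to the threshold: with each mouse left out in turn they were no longer past it in 12, 15 and 13 of 20 fits, and *Gm12339* (adjusted p = 0.0991) and *Dio2* (0.0583) were not past it when all genes above 0 were tested.

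*Gm8748* was 3.716 higher on the log2(normalized count + 1) scale in *Tgfbr2 ΔEC* than in control choroids without PLX, and the paper does not report it. It lies 29864 bases upstream of *Cdh5*, and the Cre recombinase of the *Tgfbr2 ΔEC* mice is driven by *Cdh5* regulatory sequence, so a candidate explanation is transcription from a transgene that carries this region. Over both diets, the other 7 genes within 200 kb of *Cdh5*, itself included, did not differ together (log2 difference -0.02, permutation p = 0.74). Without PLX the single genes ranged from -0.94 to 0.223, and the lowest pulls the mean down. This mean does not exclude copies that carry only part of the region. In retina *Gm8748* did not differ between genotypes (permutation p = 0.72), which goes against expression in every cell. If transcription were limited to endothelial cells, the ratio of *Cdh5* between the tissues (0.038) predicts 0.36 normalized counts in retina, under the floor of 2.93, so the retina cannot exclude this. With the neural retina score as a covariate the adjusted p from limma was 0.017 in the fit of all 20 choroids. It ranged from 0.000856 to 0.173 with each mouse left out in turn, past 0.05 in 13 of 20 fits, and was 1.0 in the 10 choroids without PLX, where the score separates the genotypes. The covariate therefore does not settle the matter. Neural retina RNA is nevertheless an unlikely source, since the highest value of *Gm8748* in any retina was 2.05 normalized counts and the lowest in a *Tgfbr2 ΔEC* choroid was 3.0. Shared reads were examined by sequence: the closest other transcript, *Rps7*, is 91.0% identical, below the 95% taken as near-identical. The transgene and a regulated gene cannot be told apart here.

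*Rps18-ps5* was either low (17.9 normalized counts or less) or high (695 or more) in every choroid, in both diets. The 2 tissues lay on the same side of 100 normalized counts in 20 of 20 mice, so the value may follow a sequence difference between mice. Adding *Rps18* and *Rps18-ps5* together lowered the SD between choroids to 0.68 of that of *Rps18* alone (0.242 against 0.353 on the log2 scale), which is in line with reads being divided between the 2 genes according to the mouse. With PLX both genotypes held low and high mice (exact permutation p = 0.952), and without PLX the controls held both, so over the 2 diets the value did not follow the genotype.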

How the results depend on the processing

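Tests of the 10-mouse fit of the Table 1 genes, of the mice of the other diet left out in turn, and of the neural retina, endothelial and TGFβ target scores were added after the values had been seen. A test on counts by quasi-likelihood, planned for whole reads, was not run because whole reads were not recovered. No paired analysis was possible because the groups compared share no mouse, apart from the difference between choroid and retina of *Fga*, which was taken within each mouse and was 0.20 (exact permutation p = 1.0), the same difference without the replicate block. All retinas were listed at 0 for *Fga*, so this test repeats the one in choroid, and its p could take no other value.

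The number of genes called in the choroid between diets kept its direction and stayed between 1140 and 1849 over the other settings with all 20 mice, against 1684. The share of higher genes was 29% and rose to 42.7% with quantile normalization, and was 17.2% with sex and neural retina scores as covariates. With each mouse left out in turn the number ranged from 1411 to 2131, and the MP marker score kept its PLX effect, from -2.08 to -1.98. The difference between genotype effects stayed at 0 genes under every setting with all 20 mice, with 873 to 1922 genes at an unadjusted p under 0.05.

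Genes called between genotypes without PLX in the choroid fell from 1 to 0 with a minimum mean of 10 (1706 at an unadjusted p under 0.05) and rose to 201 with only the 10 mice compared. They ranged from 1 to 410 across the 20 fits that each left out one mouse. With PLX the single gene was lost, leaving 0, under pseudocount 5, under a minimum mean of 10, with the sex score, with the neural retina score, with both, and with only the 10 mice compared, with 599 to 982 genes at an unadjusted p under 0.05 in these. Leaving out one mouse gave 0 to 1 genes with PLX, and 0 to 368 protein-coding genes called only without PLX. Table 1 genes called were 3 with the 10 mice compared (*Rasgef1a*, *Rps18-ps5*, *Snhg11*) against 0, and 0 to 2 across the fits leaving out one mouse. In retina, genes called between genotypes with PLX were 0 to 1 when one mouse was left out (629 at an unadjusted p under 0.05 with all mice). The PLX effect in retina fell from 254 to 154 genes with a minimum mean of 10. For the minimum mean of 10 in the choroid, the filter itself removed the single gene, *Gm8748*, from the test. Its group means were 0 in the control groups, 12.5 in *Tgfbr2 ΔEC* – PLX and 6.63 in *Tgfbr2 ΔEC* + PLX choroids. The 154 retina genes were all among the 254. The cause was not tested for the other changes, apart from the 201 and 410 genes. For those the covariate test cannot tell the neural retina score from the genotype.

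Most results that changed sign were near 0, and for genes with a group at the floor the pseudocount largely sets the value. The *Fga* interaction was 0.051 with pseudocount 0.5 and ranged from -0.22 to 0.40 leaving out one mouse, and *Fga* with PLX ranged from -0.20 to 0.42. The correlation of *Fga* with the hepatocyte score was -0.037 in the 10 mice without PLX and -0.355 with markers of a mean of at least 10. Genes lowered in cultured choroidal endothelial cells (ChEC) were at -0.003 with pseudocount 5 and -0.026 with rescaling, and ranged from -0.017 to 0.022 leaving out one mouse. *Zfp345* with PLX was 0.025 with pseudocount 5 and ranged from -0.62 to 0.006. *Tgfbr2* ranged from -0.091 to 0.002 without PLX and from -0.039 to 0.071 with PLX. *Il6* without PLX kept its direction, from -1.31 to -0.30, and passed 0.05 in 1 of the 10 fits. Leaving out one mouse with PLX, *Gm43302* ranged from -1.01 to 0.73, *Gm49354* from -0.58 to 0.66, *Tex19.1* from -0.22 to 0.48 and *Pcdha1* from -0.54 to 0.19. *Pwwp4b* ranged from -0.60 to 0.63, *Snhg11* from -0.56 to 0.25, *Vmn2r86* from -0.42 to 0.34 and *Oprk1* from -0.76 to 0.20. Without PLX *Pwwp4b* ranged from -0.20 to 0.20, and the neural retina score with PLX from -0.46 to 0.86. In all, 121 values of single genes and scores changed under these settings, 49 weaker, 8 stronger and 64 reversed, the reversed ones given above as values or ranges. Among the Table 1 genes, covariates changed further signs. Without PLX, *Pcdha1* went from 1.243 to -0.011 with the neural retina score and to -0.094 with both scores, and *Pwwp4b* from 0.004 to -0.94 and -1.02. With PLX, *Gm49354* went to -0.567 with the sex score and -0.62 with both, *Zic5* from 0.372 to -0.071 and -0.078, and with both scores *Pcdha1* to 0.058 and *Vmn2r86* to 0.043. *Pwwp4b* with PLX went to -0.002 with the neural retina score. The cause was not tested.

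Depth limits the results for genes at or under 3 reads per library, *Fga* without PLX among them, for which none of the settings can show a difference.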

Differences from the paper's values

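The paper's Table 1 lists 18 genes, 8 higher and 10 lower in *Tgfbr2 ΔEC* mice. Here the same selection was made with limma without covariates, not with the paper's DESeq2 model. It gave 0 protein-coding genes, 0 higher and 0 lower, with 2184 genes at an unadjusted p under 0.05 without PLX. Over the 32 alternatives the number was 0 to 368, with 0 to 365 higher and 0 to 3 lower, and none came within the paper's values. The fits of 10 mice are not among these 32. They called 173 protein-coding genes without PLX, 171 higher and 2 lower, and 0 with PLX. Among the paper's genes, *Rasgef1a* and *Snhg11* were called in the fit without mouse 15 of control + PLX, and *Rasgef1a*, *Rps18-ps5* and *Snhg11* in the fit of the 10 choroids without PLX; both settings for this count were chosen after seeing the data. With limma's p-values adjusted over the 13 tested identifiers of Table 1 alone, also chosen after seeing the data, *Rasgef1a*, *Snhg11*, *Rps18-ps5*, *Cdnf* and *Hgh1* passed 0.05.

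For the genotype difference without PLX, the paper's log2 fold changes and the values here, on the log2(normalized count + 1) scale where no floor is named, differed as follows. For *Dpep2* the paper gives 18.27 against -0.20 for ENSMUSG00000053687, and for *Rasgef1a* 0.06 against 0.73. For *Rps18-ps5*, listed at 0 in all *Tgfbr2 ΔEC* – PLX choroids, the paper gives -4.45, and the log2 fold change against the floor of 3 reads was at least as low as -7.871 here. This bound rests on control mice 2, 3 and 5, at 1318, 988 and 1253 normalized counts. Control mice 1 and 4 were at 4.78 and 17.86. Over both diets the value did not follow the genotype, so the bound is not taken as an effect of it. For *Dpep2*, *Rasgef1a* and *Rps18-ps5* none of the alternatives set before the data were examined closed the gap. The paper's fold changes were shrunken with ashr in a model with sex and neuronal covariates, and no alternative applied that shrinkage. The measures are therefore unlike. Whether shrinkage accounts for a gap, here or in the comparisons below, was not tested. For *Dpep2* the gap holds for ENSMUSG00000053687 alone. It is not clear to which identifier the paper's value belongs, and the other one, ENSMUSG00000115067, does not contradict it, so a difference for *Dpep2* is not established.

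For the other genes with a group at the floor, no difference from the paper's value is stated. Without PLX, both genotypes were at the floor for *Fga*, *Zfp345*, *Tex19.1*, *Pwwp4b* and *Vmn2r86*, so no fold change is given. For *Oprk1* the mean of the *Tgfbr2 ΔEC* choroids was also below the floor. One genotype was at the floor for ENSMUSG00000115067 of *Dpep2*, *Gm49354*, *Pcdha1* and *Gm43302*. Their log2 fold changes against the floor of 2.673, 0.651, 0.7 and -1.934 are bounds and do not contradict larger changes. These bounds rest on 2, 1, 2 and 1 mice above 0. With that mouse left out, the log2 differences of *Gm49354* and *Gm43302* were 0.0. The paper's log2 fold change for *Fga* is 28.33, and the log2 of the median total of a choroid library is 24.61.

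For *Snhg11* without PLX the paper's value is 0.1 against 2.27 here. With the neural retina score as a covariate it was 1.02, and with this score and the sex score 0.98, both within the SD between mice of the paper's value; the other alternatives set before the data were examined did not close the gap.

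With PLX, 2 values differed in sign or by more than the spread. For *Dpep2* the paper gives -0.02 against -0.30 here for ENSMUSG00000053687, with the same reservation, and 6 of 17 alternatives were within the spread. For *Gm49354* the paper gives -0.03 against 0.043, with 7 of 17 alternatives not differing.

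The paper describes *Fga* as the gene with the strongest rise in the choroid without PLX. Here it was above 0 in 1 of the 5 *Tgfbr2 ΔEC* – PLX choroids, at about 1 read, and a difference was not detectable. The exact permutation p of 1.0 adds nothing to this, because with a single mouse above 0 no other value was possible.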

Other observations

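The tests of the called genes against retina when mouse 15 was left out, and the counts of splits of all 20 mice, were chosen only after the result was seen. The tests of the neural retina, endothelial and TGFβ target scores and of the 201 genes were added after other values had been seen. The comparisons of genotype and diet and those of *Il6*, the ChEC genes and the MP markers were set earlier.

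Without PLX, the neural retina score of the choroids was 2.41 higher in *Tgfbr2 ΔEC* mice. Of the 500 genes with the largest ratio of retina to choroid in the mice with PLX, 496 (99.2%) were higher in *Tgfbr2 ΔEC* choroids without PLX, with a median log2 difference of 2.15. Approximate depth did not differ between these groups (exact permutation p = 0.952). Of the 201 genes called in the fit of the 10 mice, 95.5% had a higher mean in retina, and with the score as a covariate 0 of them were called (905 genes at an unadjusted p under 0.05), while a sex score in its place gave 59 genes. As the score separates the genotypes, this covariate test cannot tell the score from the genotype. Of 100 splits of the 10 mice, 1 gave as many genes, the real one, and the highest of the others gave 5. The splits with the next largest score differences, 2.15 and 2.133, called 0 and 1 genes. The size of the score difference alone therefore did not set the number of calls. These splits mix the genotypes, so they cannot tell the score from the genotype either. Carry-over of neural retina in dissection is consistent with these values as a hypothesis, and a change of the tissue itself cannot be told apart from it, because the design holds no measure of dissection. The difference between the diets was not past 0.05 with all mice (permutation p = 0.079). With each mouse left out in turn it ranged from 1.55 to 2.874 and passed 0.05 in 2 of 20 fits. The higher score is therefore not shown to be limited to mice without PLX.

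Other splits of the mice were compared with the real one for each count in the fit of all mice, drawing 100 splits. For the choroid genotype effect without PLX, 7 of 100 splits gave as many genes, with a highest of 5, and with PLX 11 of 100. The real split gave 0 protein-coding genes called only without PLX and 0 for the interaction (2184 and 1552 genes at an unadjusted p under 0.05), so that 100 of 100 splits gave as many. In retina all 100 of 100 splits gave as many as the 0 genes called for genotype without PLX (758 at an unadjusted p under 0.05), and likewise 100 of 100 with PLX (629). For PLX in the choroid, 1 of 100 splits gave as many as 1684 genes, the real one, and the highest of the others gave 53.

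PLX lowered 1195 genes in the choroid and raised 489. *Cx3cr1*, *Cd33* and *Gpr34* had the lowest p-values among lowered genes (log2 differences -3.47, -2.71 and -3.74), and *Fgf18*, *Myo6* and *Sox13* among raised genes (0.91, 0.45 and 0.41). The mean over 17 MP markers was 2.03 lower on the log2 scale (-2.03, permutation p = 3.15e-05, the smallest they can give). Of the 17 markers, 16 were lowered, and *Tmem119* was not (log2 difference 0.03, adjusted p = 0.897 from limma). The mean did not differ between genotypes without PLX (-0.05, exact permutation p = 0.476). *Csf1r* was 8411 ± 293 normalized counts (SD, n = 5) in control – PLX choroids and 4097 ± 654 (SD, n = 5) in control + PLX choroids, and *Aif1* was 448 ± 89.9 (SD, n = 5) and 68.6 ± 28.4 (SD, n = 5).

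The paper reports *Il6* in cultured ChEC. In the choroid, *Il6* was 13.1 ± 13.3 normalized counts (SD, n = 5) in control – PLX and 4.76 ± 1.70 (SD, n = 5) in *Tgfbr2 ΔEC* – PLX mice (log2 difference -0.78, exact permutation p = 0.325). It was 15.7 ± 7.89 (SD, n = 5) in control + PLX and 11.8 ± 1.49 (SD, n = 5) in *Tgfbr2 ΔEC* + PLX mice, and listed at 0 in all retinas. A set of 1229 protein-coding genes was taken from the paper's supplementary list of genes lowered in ChEC lacking *Tgfbr2*. Some rows of the list were not used here, so the set is incomplete. Its mean log2 difference in the choroid without PLX was 0.001 (exact permutation p = 0.976). Opposite changes cancel in such a mean, so it does not decide whether single genes of the set change.

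The score of 7 TGFβ target genes differed by -0.09 between genotypes over both diets (permutation p = 0.189), so loss of endothelial TGFβ signaling was not visible in it. The score of 10 endothelial markers was 0.12 higher in *Tgfbr2 ΔEC* choroids without PLX (exact permutation p = 0.0159), with 4 of 5 mice above every control, and 0.08 with PLX (exact permutation p = 0.341). The difference between these effects was 0.04 (permutation p = 0.68).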
